A study of Homo sapiens with 15 samples.

How the data were processed

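Per the labels, RNA from primary human glioma tumours was measured. The deposited matrix held counts, as whole numbers of reads per gene and cell with no normalization, which the values themselves showed: every entry was an integer and totals differed between cells. Per the labels' protocols, nuclei were distributed into plates by limiting dilution, biotinylated RNA was captured on streptavidin beads, RNA ends were repaired and ligated into RNA-RNA chimeras, and libraries were made with a stranded SMART-Seq kit. No molecular identifiers were named. Per the submitters' processing notes, BWA was used and the builds were hg38 and GRCh38. Version, gene annotation, counting program, strand setting and any filter on chimeric reads were not stated. Whether the counted reads came from chimeric molecules was not stated either, and no deposited table paired one RNA with another.

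The labels named 15 samples in 7 groups. A single matrix of 56638 genes and 3589 cells was deposited, and its cells were named by a running number that tied no cell to a sample. Cells were therefore treated as 1 pooled sample without replicates, and groups were not assigned from the order of the cells or from their values. No file stated how the matrix was made from the labelled libraries, or whether its reads came from nuclei or whole cells, so values describe the matrix as deposited. No test between groups of samples was possible. The gene lists, the marker genes, the rules for naming genes and the main settings were fixed before the data were examined, for both a matrix tied to samples and one that was not.

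Depth was 338225381 reads in 10237240 entries, with a largest entry of 16540 reads. Cells had a median of 90757 reads, and 27525 and 170910 reads marked the 5% and 95% points. Cells with at least 500 detected genes and under 20% of reads from mitochondrial genes were kept. The filter left 3468 cells and removed 121: 61 had too few genes, 80 had too many mitochondrial reads and 20 of these met both conditions. Intervals and limits cover counting error only, because reads without molecular identifiers are not independent molecules, and cells of 1 pooled sample are not replicates.

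Gene names were looked up in a RefSeq gene table of assembly GRCh38.p14, which was used for names, RNA classes and neighbouring genes only. Of the names, 30921 matched a current symbol, 2293 matched an older one and 23424 matched none. The unmatched names held 8.12% of all reads, those of mitochondrial genes included. Mitochondrial genes and small RNAs without a match were classed by the prefix of their names. Of 570 entries in the fixed lists, 7 had no match. Genes without any read numbered 23946. Genes are printed under the names in the deposited table.

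Counts were scaled to 10000 per cell and log-transformed in scanpy 1.11.5 under Python 3.11.15. Clusters came from 2000 variable genes, 30 principal components, 15 neighbours and the Leiden method at resolution 1 with seed 0 (igraph 0.11.9, scikit-learn 1.9.0). A cluster took the class with the most marker genes that were at least 2-fold above the median of the other clusters and detected in at least 25% of its cells. A pseudocount of 5 CPM was used. At least 3 such markers were needed, and a tie left the cluster unnamed. A cluster whose 10 top genes held more markers of another class also stayed unnamed. Classes carry the ending -like because they rest on markers alone. Doublets were called with scrublet inside scanpy; it called 1 cell, or 0.029%. Whether the caller worked was not tested, and doublets were not removed from the main results.

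Levels per class were reads summed over its cells and divided by the class total, expressed in CPM, with exact 95% Poisson intervals. Ratios between classes have exact binomial intervals, and shares of cells have exact Clopper-Pearson intervals. Where a class had 0 reads, a floor of 3 reads over the class was used. A gene was called higher or lower at a ratio of at least 2-fold, and list members needed at least 30 counts in both classes together. The median log2 ratio of a list was placed among 10000 random lists matched on expression in 20 bins and is given as a percentile. Named genes were, for each list and comparison, up to 4 measured members with the largest absolute log2 ratio. Any oncogene or long non-coding RNA (lncRNA) of the fixed lists, and the 20 genes with the most reads, could also be named. Genes named outside this rule were chosen after their values were seen. They are members quoted for single clusters and genes quoted for the patterns of the closing section.

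Co-variation was Spearman's rank correlation of log-normalised values over the glioma-like cells, for oncogenes and lncRNAs detected in at least 10% of them. Each pair was placed among 10000 random gene pairs matched on mean expression, and pairs above the 97.5th or below the 2.5th percentile were counted. Alternatives thinned each cell to 20000 reads, used co-detection, or took ranks within clusters. Computations used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots matplotlib 3.10.9.

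The code was tested on simulated data. These tests check the code only, and whether intervals and list percentiles hold for the deposited reads was not tested. For the code of the ratio between glioma-like and macrophage-like cells, 100% of 50 simulated genes with a true fold of 4 passed the size rule. So did 100% of 48 genes with a true fold of 0.25. Of 23991 unchanged genes 0.413% passed it, and 94.5% of their intervals covered the truth. For lists, 5.5% of 200 unchanged lists lay outside the central 95% range. For co-variation, all of 20 planted pairs among 3000 genes were recovered, and 3.95% of 380 other pairs passed. A simulated difference between clusters alone put 100% of 400 pairs above the 97.5th percentile with pooled ranks, but 3% with ranks within clusters. Alternatives for other results used Leiden resolutions 0.5 and 2, minima of 200 and 1000 genes, removal of scrublet calls, totals without mitochondrial genes and MALAT1, the mean of cell CPM, the tied unnamed cluster counted as glioma-like, clustering and naming without the studied genes, and each glioma-like cluster left out. XIST and Y-linked genes were left out of everything reported.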

Results

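The study set out to profile contacts between oncogene RNAs and glioma lncRNAs in primary glioma tumours. The 15 samples, as named, were 4 of glioma, 6 of macrophages and 1 each of astrocytes, endothelial cells, neurons, oligodendrocytes and oligodendrocyte precursors (OPC). The matrix gave reads per gene and cell, so it held levels of single RNAs and no contacts between RNAs. No file ties it to the labelled libraries, so whether it was made from them or from other material is open. Of its gene names, 2293 matched only an older symbol of the reference, as C1orf61 and LINC00152 did, although the processing notes named the builds hg38 and GRCh38. Its 3468 kept cells had a median of 91769 reads and 2700 detected genes. Cells were not tied to samples, so all values describe 1 pooled sample without replicates.

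Myeloid markers named more of the kept cells than those of any other class. Macrophage-or-microglia-like cells, with the complement genes C1QA or C1QB among the top genes of 7 of their 8 clusters, were 1820 cells or 52.5% (95% interval 50.8 to 54.2). Glioma-like cells were 885 or 25.5% (24.1 to 27.0) and OPC-like cells, with the lipid carrier APOD and the matrix protein TNR, were 394 or 11.4% (10.3 to 12.5). Oligodendrocyte-like cells with the myelin gene MAG were 80 cells (2.31%), and astrocyte-like cells with the glutamate transporter SLC1A2 were 75 (2.16%). Mural-like cells with DCN and RGS5 were 35 (1.01%), neuron-like cells with the interneuron genes GAD1 and CALB2 were 19 (0.548%), and endothelial-like cells with CLDN5 and VWF were 11 (0.317%). A further 149 cells (4.3%) in 2 clusters had tied markers and stayed unnamed. No cluster was named for T or NK cells or for erythroid cells.

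Which cells carried the oncogene RNAs was asked by comparing glioma-like with macrophage-or-microglia-like cells. EGFR, the growth factor receptor gene, was at 2489 against 2.92 CPM (log2 ratio 9.74, 95% interval 9.60 to 9.88). CDK4, a kinase that drives entry into the cell cycle, was at 287 against 17.3 CPM (4.05). The transcriptional inhibitor ID3 was at 299 against 5.9 CPM (5.67). YAP1 and its DNA-binding partner TEAD1, the outputs of the Hippo pathway, were at 106 against 2.52 CPM and 256 against 9.43 CPM. The receptors NTRK2 and MET were at 262 against 2.68 CPM and 69.2 against 6.67 CPM. In the unnamed cluster of 126 cells, left out of this comparison, NTRK2 was at 1776 CPM and MET at 115 CPM. Of 31 measured oncogenes, 15 were at least 2-fold higher in glioma-like cells, 3 were lower and 13 lay in between. The lower genes were PIK3R1, a regulatory subunit of the PI3 kinase, at 178 against 512 CPM, CDK6 at 185 against 371 CPM and the receptor KIT at 2.62 against 6.11 CPM. The median log2 ratio was 0.94, at percentile 94.2 of matched random lists (95% of these lay between -0.37 and 1.07). EGFR, PDGFRA, CDK4 and FGFR3 also served to name classes, and 16 oncogenes were higher when clusters were made and named without the studied genes. CDK6 was under 2-fold lower without glioma-like cluster 0, 1 or 8 (log2 -0.82, -0.96 and -0.87), and KIT without cluster 2 or 4 (-0.89 and -0.49). FGFR1 was under 2-fold higher without cluster 1, 2 or 8 (0.90, 0.99 and 0.94), and NOTCH1 without cluster 0 (0.985). MYC was over 2-fold higher without cluster 0, 4 or 8 (1.10, 1.48 and 1.01). Without cluster 8, the lower oncogenes numbered 5.

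For the lncRNAs the median ratio between the same classes was larger. C1orf61, the host transcript of a brain microRNA, was at 1688 against 2.22 CPM (log2 9.57, 9.42 to 9.73), and LINC01158 at 284 against 0.605 CPM (8.88). SOX2-OT, whose locus contains the stem cell gene SOX2, was at 573 against 8.96 CPM (6.00), and LINC00461 at 182 against 0.999 CPM. SOX2 itself, OLIG2, CDKN2A and CDKN2B were listed at 0 reads in every cell, and whether reads of SOX2 were dropped or counted to SOX2-OT was not stated. LINC00511 and LINC00478 were at 286 against 5.05 CPM and 602 against 95.8 CPM. HOTAIR, transcribed from the HOXC locus, had 676 reads in glioma-like and 1 in macrophage-or-microglia-like cells, a log2 ratio of 9.97 with a counting interval of 7.49 to 15.28. LINC00599 and HOXA11-AS had 0 reads in macrophage-or-microglia-like cells and were at least 159.6-fold and 106-fold higher in glioma-like cells. Each of these rested on 1 cluster: LINC00599 was at 0.034 CPM without cluster 8, under 2-fold above the limit, and HOXA11-AS at 0.087 CPM without cluster 4. Also without cluster 4, C1orf61 was at 1021 CPM, LINC00511 at 173 and HOTAIR at 3.53, against 6.83 with it for HOTAIR. Myeloid-biased lncRNAs included the paraspeckle scaffold NEAT1 at 1577 against 5159 CPM (-1.71), LINC01094 at 7.78 against 85.3 CPM and MIR155HG, the host of an inflammatory microRNA, at 14.3 against 91.5 CPM. In the unnamed cluster of 126 cells, left out of this comparison, NEAT1 was at 5941 CPM, LINC01094 at 107.7 and MIR155HG at 1.69. MALAT1, a nuclear speckle RNA, was similar at 8830.2 against 11310.5 CPM. Of 49 measured lncRNAs, 29 were higher, 6 lower and 14 in between, with a median log2 ratio of 2.00 at percentile 100.0. Reads of overlapping genes on opposite strands cannot be separated here, since the strand setting of the counting was not stated.

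**Figure D1:**
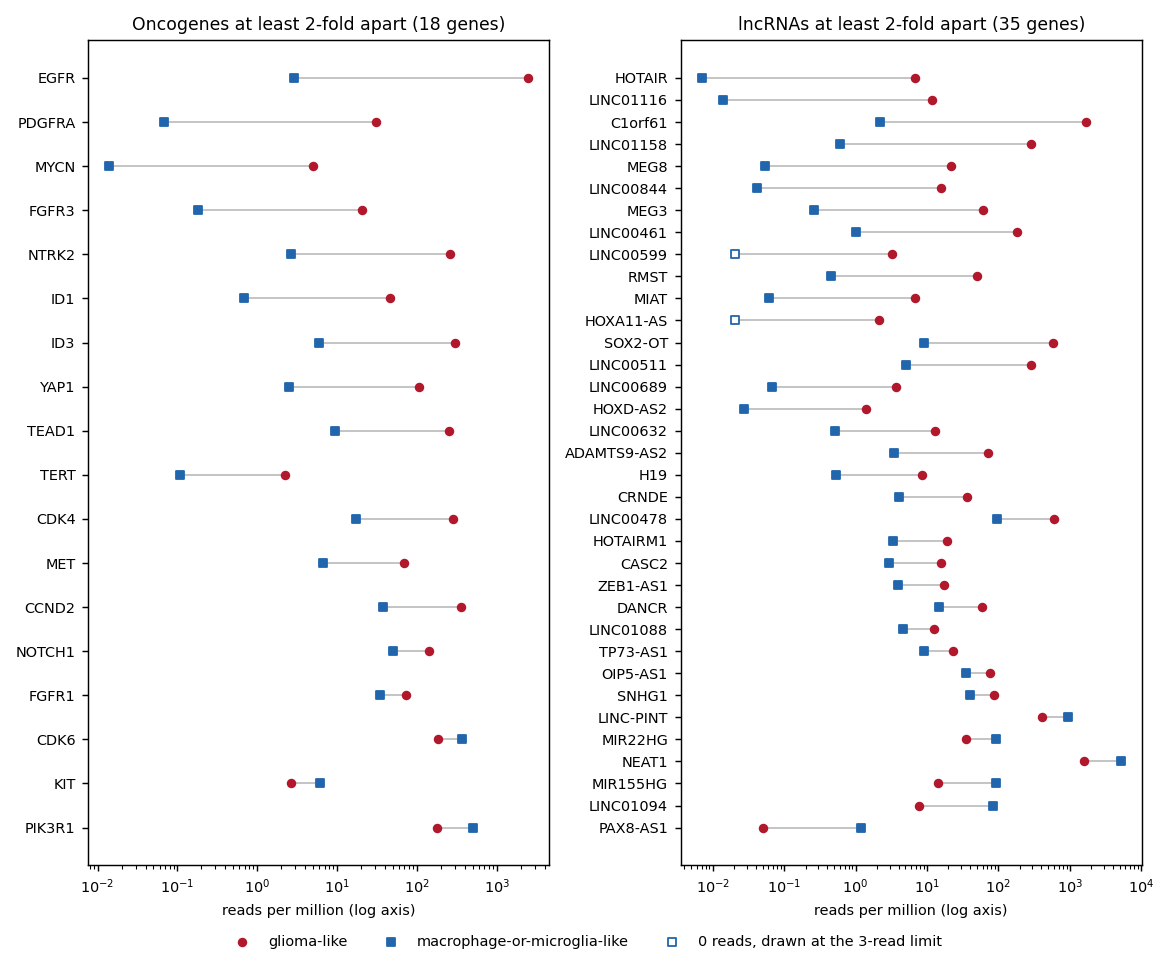
Levels in CPM (log axis) of the 18 oncogenes and 35 lncRNAs at least 2-fold apart between 885 glioma-like cells (circles) and 1820 macrophage-or-microglia-like cells (squares); open squares mark 0 reads, drawn at the 3-read limit. Of these, 15 oncogenes and 29 lncRNAs were higher in glioma-like cells.

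Myeloid and tumour programmes separated these classes as well. Of the myeloid suppression and phagocytosis genes, 20 of 20 were lower in glioma-like cells (median log2 -4.63), including the scavenger receptor CD163 at 0.445 against 422 CPM and STAB1 at 0.728 against 500.2 CPM. Antigen presentation was lower for 12 of 14 genes (median -5.48), with the class II genes HLA-DRA at 0.081 against 325 CPM and HLA-DRB1 at 1.01 against 1133 CPM. Microglia genes were lower for 7 of 8, such as the fractalkine receptor CX3CR1 at 0.091 against 346 CPM, and monocyte-derived macrophage genes for 10 of 12, such as S100A9 at 0.273 against 161 CPM. Several of these genes, such as CD163 and CX3CR1, were among the class markers. In the other direction, 13 of 14 astrocyte-like state genes (median 5.96), 13 of 15 OPC-like state genes (5.39) and 14 of 15 neural-progenitor-like state genes (6.05) were higher in glioma-like cells. PTPRZ1, PDGFRA, BCAN, SOX4 and SOX11 of these lists were also glioma markers, and other members marked other classes. Examples were the chaperone CLU at 6015 against 13.4 CPM, the phosphatase receptor PTPRZ1 at 2413 against 1.52 CPM and the tubulin regulator STMN4 at 37 against 0.034 CPM. Synaptic adhesion and long neuronal genes, as 1 list, were higher for 18 of 20 (median 4.01), with the adhesion gene NLGN1 at 879 against 5.68 CPM.

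Other programmes differed less between glioma-like and macrophage-or-microglia-like cells. Cell cycle genes were higher for 16 of 28 and lower for 0 (median 1.18, percentile 89.9), with the kinetochore gene CENPF at 88.7 against 15.8 CPM and the replication helicase gene MCM6 at 92.6 against 18.2 CPM. Hypoxia genes were higher for 7 of 20 (percentile 80.9), led by the carbonic anhydrases CA9 at 29.4 against 0.095 CPM and CA12 at 316 against 3.83 CPM. Mesenchymal state genes were higher for 6 of 19 (percentile 81), such as the growth factor binder IGFBP3 at 127 against 0.652 CPM and the secreted CHI3L1 at 2652 against 23.4 CPM. CHI3L1, TNC and CD44 of this list were also glioma markers. Interferon response genes were higher for 4 of 15 (percentile 37), while the antiviral gene MX2 was lower at 1.54 against 99.5 CPM. Immediate early and stress genes were lower for 8 of 18 and higher for 2 (median -0.75, percentile 10.3), with the growth-response factors EGR2 at 82.4 against 859 CPM and NR4A1 at 45.4 against 485 CPM. Tumour suppressors were mostly within 2-fold, 9 of 14. RB1, the brake on the cell cycle, was lower at 37.7 against 244 CPM, and PTPRD was higher at 161 against 14.1 CPM. Among chromatin regulators, 21 of 28 lay within 2-fold; the DNA demethylase gene TET2 was at 71.2 against 486 CPM and the histone methyltransferase gene EZH2 at 131 against 38.8 CPM. RNA helicases and RNA-binding proteins lay within 2-fold for 22 of 26, with the splicing factor SRSF1 higher at 48.3 against 10.9 CPM and the editing enzyme ADARB1 lower at 10.9 against 46.1 CPM.

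Gene families gave a similar mix. Spliceosomal and small nuclear RNAs were lower in glioma-like cells for 6 of 8 (median -1.22, percentile 2.24), with RNU4-2 at 1.08 against 5.97 CPM. Other structured RNAs were lower for 3 of 12, among them RMRP at 0.748 against 3.76 CPM. Ribosomal protein genes lay within 2-fold for 68 of 77, and mitochondrially encoded genes for 13 of 17, with MT-CO2 at 5861 against 2475 CPM. Antisense RNAs were higher for 193 of 387 and lower for 81 (percentile 99.8), and LINC genes were higher for 154 of 358 and lower for 100 (percentile 74.8). Small nucleolar RNA host genes were higher for 8 of 14, including SNHG14 at 173 against 38.9 CPM. MicroRNA host genes were higher for 7 of 16 and lower for 7, histone genes higher for 24 of 61 and lower for 9, and small nucleolar RNAs higher for 5 of 19 and lower for 8.

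Against OPC-like cells, single oncogenes differed in both directions. ID3 was at 299 against 4.77 CPM (log2 5.97), YAP1 at 106 against 1.99 CPM, MET at 69.2 against 2.65 CPM, the transcription factor MYC at 116 against 6.63 CPM and EGFR at 2489 against 219 CPM. PDGFRA, the receptor that marks OPC, was lower at 31 against 532 CPM (log2 -4.10), as were the cyclin CCND1 at 23.4 against 171 CPM and FGFR1 at 73.7 against 299.6 CPM. Of 31 oncogenes, 11 were higher, 6 lower and 14 in between, a median log2 ratio of 0.10 at percentile 57.4. Of 50 lncRNAs, 22 were higher and 9 lower (percentile 99.3): NEAT1 was at 1577 against 129.6 CPM and MIR4435-1HG at 191 against 3.99 CPM, while MEG3 was lower at 61.8 against 534 CPM and SOX2-OT at 573 against 1156 CPM; SOX2-OT was under 2-fold lower without cluster 1 (620.0 CPM) or 2 (589 CPM). MIR4435-1HG and LINC00152 are near-identical copies, and how reads common to both were assigned is not stated. Cell cycle genes were higher for 26 of 28, such as the proliferation marker MKI67 at 55.8 against 5.31 CPM, and mesenchymal genes for 17 of 19, such as ANXA1 at 498 against 1.17 CPM. OPC-like state genes were lower for 11 of 15 and synaptic adhesion and long neuronal genes for 16 of 20, such as OPCML at 55.8 against 5277 CPM. PDGFRA, OLIG1, TNR, NEU4, LHFPL3 and APOD of the OPC-like list were also OPC markers. CHI3L1, TNC and CD44 of the mesenchymal list were also glioma markers. The counts for these lists can therefore follow partly from how the classes were named. Ribosomal protein genes were higher for 65 of 77, histone genes for 47 of 54 and mitochondrially encoded genes for 15 of 16 (percentile 100.0). LINC genes as a family lay at percentile 0.21 (103 of 307 higher, 94 lower) and antisense RNAs at 34.6.

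Against astrocyte-like cells, MYC was at 116 against 0.543 CPM (log2 7.74, 6.38 to 9.61), CCND2 at 355 against 16.6 CPM, CDK4 at 287 against 23.5 CPM and EGFR at 2489 against 409 CPM. The neurotrophin receptor NTRK2 and FGFR3, both abundant in astrocytes, were lower at 262 against 3490.3 CPM and 20.7 against 277 CPM. In the unnamed cluster of 126 cells, left out of this comparison, NTRK2 was at 1776 CPM and FGFR3 at 44.4 CPM. Of 31 oncogenes, 17 were higher, 2 lower and 12 in between (percentile 99.8). Of 48 lncRNAs, 23 were higher and 5 lower (percentile 99.2). GAS5, a host of small nucleolar RNAs, was at 107 against 10.7 CPM, and LINC00499 was lower at 0.515 against 836 CPM, with 0.182 CPM without cluster 8 and 0.883 without cluster 4. CRNDE had 0 reads in astrocyte-like cells and was at least 89.5-fold higher. Ribosomal protein genes were higher for 74 of 77, cell cycle genes for 23 of 28 and mesenchymal genes for 17 of 19, while astrocyte-like state genes were lower for 8 of 14, such as SPARCL1 at 641 against 12063 CPM. GFAP, SLC1A3 and ALDOC of the astrocyte-like list were also astrocyte markers, and CHI3L1, TNC and CD44 of the mesenchymal list were glioma markers. The counts for these lists can therefore follow partly from how the classes were named. Mitochondrially encoded genes were higher for 15 of 16. LINC genes were higher for 87 of 278 and lower for 80, and antisense RNAs were higher for 123 of 347 and lower for 93. Both families had a median log2 ratio of 0.16, at percentiles 0.03 and 0.01, because the matched random lists had medians of 0.545 and 0.565.

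Levels in the smaller classes varied from gene to gene. EGFR was at 1.55 CPM in oligodendrocyte-like cells and had 0 reads in endothelial-like cells, but was at 277 CPM in mural-like cells. KIT was higher in neuron-like cells (494 CPM) and endothelial-like cells (448 CPM) than in glioma-like cells (2.62 CPM). LINC00599 was at 472 CPM in neuron-like cells. Oncogenes at least 2-fold higher in glioma-like cells numbered 16 of 31 against oligodendrocyte-like, 21 of 31 against neuron-like, 17 of 31 against endothelial-like and 16 of 31 against mural-like cells. The lower ones numbered 3, 3, 5 and 2. For lncRNAs 32 of 49, 26 of 49, 30 of 48 and 20 of 48 were higher and 5, 7, 6 and 10 lower, against mural-like cells at percentile 91.2, inside the random range. Of all 8 named classes, glioma-like cells had the highest level for 7 of the oncogenes and 15 of the lncRNAs. Neuron-like cells held 10 lncRNA maxima, and endothelial-like cells, with 11 cells, held 6 oncogene maxima.

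The 5 glioma-like clusters differed in oncogenes and in state genes; cells were not tied to tumours, so differences between tumours cannot be separated from states. EGFR ranged from 633 CPM in cluster 1 to 3345 in cluster 4. CDK4 and MDM2, whose product restrains p53, were at 1186 and 563 CPM in cluster 8, and the imprinted lncRNA MEG3 was at 488 CPM there. Without cluster 8 the glioma-like class had 172 CPM of CDK4, 28.7 of MDM2 and 7.81 of MEG3, against 287, 88.9 and 61.8 with it. MET was at 271 and 169 CPM in clusters 1 and 2 and at 1.44 in cluster 8; the class had 43.7 CPM without cluster 1, 42.5 without cluster 2 and 117 without cluster 4. PDGFRA was at 56.5 CPM in cluster 4, without which the class had 12.9, with 508 of ID3, 14.5 of CCND1, 206 of CCND2, 62.1 of CRNDE and 106 of MEG3. Without cluster 0 it had 183 CPM of ID3 and 9.65 of FGFR3, and without cluster 8 1.46 of KIT. Cluster 1 had the hypoxia genes higher (17 of 20, median log2 2.00), such as the angiogenic factor VEGFA at 544 CPM and CA9 at 154. Myeloid suppression and phagocytosis genes moved with them (9 of 18 higher, 4 lower, median 1.02, percentile 99.78). So did immediate early and stress genes (6 of 17 higher, 1 lower, median 0.79, percentile 99.71). Clusters 1 and 2 had the mesenchymal genes higher (14 of 19 and 10 of 19), with CHI3L1 at 9285 CPM in cluster 2. The hypoxia and mesenchymal lists share VEGFA, ADM, HILPDA, NDRG1, ENO1 and LDHA, so the counts for cluster 1 can rest partly on the same genes. Cluster 0 had astrocyte-like genes higher (8 of 14), with the filament gene GFAP at 7643 CPM. Cluster 8 had neural-progenitor-like genes higher (9 of 15), such as DCX at 136 CPM, and interferon genes (12 of 15), such as ISG15 at 562. In the same cluster mitochondrially encoded genes were lower for 15 of 16 (median -2.42), ribosomal protein genes for 63 of 77 (-1.43) and histone genes for 31 of 54. Cluster 4 had cell cycle genes higher (14 of 28), with MKI67 at 109.9 CPM, along with ribosomal protein genes (26 of 77) and mitochondrially encoded genes (4 of 16, median 0.83). Mesenchymal genes were lower there for 17 of 19 and immediate early genes for 10 of 17, and its cells had a median of 2362 detected genes and 9.98% mitochondrial reads.

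**Figure D2:**
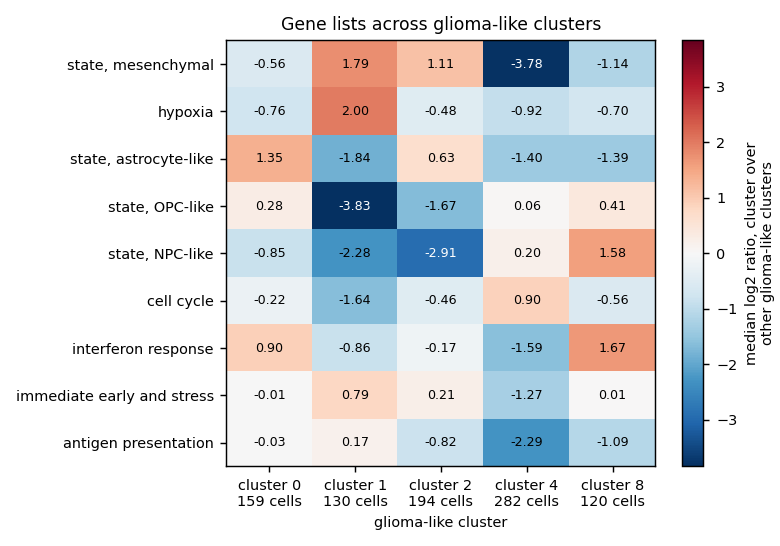
Median log2 ratio of 9 gene lists in each glioma-like cluster over the other glioma-like clusters (colour and printed value; cell numbers under each cluster). Hypoxia was highest in cluster 1 (2.00), the astrocyte-like state in cluster 0 (1.35) and the interferon response in cluster 8 (1.67).

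Macrophage-or-microglia-like clusters differed in microglial and monocyte-derived genes. Cluster 11, of 435 cells, had microglia genes higher (5 of 8, median log2 1.17), with CX3CR1 at 771 CPM and TMEM119 at 209, and monocyte-derived genes lower (median -5.37). It also had immediate early genes higher (8 of 18) and ribosomal protein genes lower (49 of 76). Cluster 16, of 198 cells, had monocyte-derived genes higher (10 of 12), such as the matrix gene TGFBI at 3109 CPM, together with cell cycle genes (25 of 28), such as MKI67 at 159, hypoxia genes (13 of 19), mesenchymal genes (11 of 19) and ribosomal protein genes (38 of 76), while immediate early genes were lower (16 of 18). Cluster 14, of 137 cells, had hypoxia genes higher as well (17 of 19), with NDRG1 at 536 CPM, mesenchymal genes higher (12 of 19), and mitochondrially encoded genes lower (13 of 16). NDRG1 is 1 of the genes that the hypoxia and mesenchymal lists share, so these counts for clusters 14 and 16 can rest partly on the same genes. Cluster 15, of 86 cells, had antigen presentation genes higher (10 of 14), with HLA-DRA at 2969.5 CPM and CD74 at 21561, and ribosomal protein genes higher (51 of 76). Cluster 13, of 274 cells, had synaptic adhesion and long neuronal genes higher (12 of 20, median 1.10) and neural-progenitor-like genes higher (5 of 9, median 1.05). The source of these reads in a myeloid cluster was not tested. Cluster 6, of 399 cells, had lower medians for both microglia genes (-0.59, percentile 1.08) and monocyte-derived genes (-1.35, percentile 0.0). In cluster 15 these medians were -0.83 (percentile 2.67) and -0.76 (percentile 7.61), both inside the range that holds 95% of random lists. Microglia genes had lower medians in clusters 9, 12, 14 and 16 (-2.89, -1.38, -2.87 and -4.17). Monocyte-derived medians of clusters 9, 12 and 14 were 0.46, 0.73 and 0.56, at percentiles 96.38, 99.91 and 95.54. Cluster 13 had medians of 0.39 for microglia genes (percentile 98.72) and -1.12 for monocyte-derived genes.

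The contacts that the study asked about were not in the matrix, so oncogene and lncRNA levels were compared across cells instead. Over 885 glioma-like cells, MDM2 and MEG3 had a rank correlation of 0.50 and CDK4 and MEG3 one of 0.42, but within clusters these were -0.01 and -0.03. For both pairs only clusters 0 and 8 had enough detected cells for single values. These were 0.09 and -0.06 for MDM2 with MEG3, and 0.03 and -0.14 for CDK4 with MEG3. FGFR3, a receptor gene of astroglial cells, and C1orf61 kept 0.22 within clusters from 0.27 over all cells, positive in 3 of 3 clusters with enough detected cells. YAP1 and NEAT1 had 0.29 over all cells and 0.17 within clusters, positive in 4 of 4 such clusters. MYC was correlated with MIR4435-1HG (0.27, within clusters 0.18) and with its near-identical copy LINC00152 (0.26 and 0.18), positive in 5 of 5 clusters for both. MYC and its chromosomal neighbour PVT1 had 0.24 and 0.17, positive in 4 of 5 clusters. MET was inversely related to C1orf61 (-0.37, within clusters -0.15), with single values for clusters 1 and 2 only (-0.10 and -0.39). CDK4 was inversely related to MALAT1, LINC00478 and LINC-PINT within clusters (-0.15, -0.14 and -0.13), positive in 0 of 5 clusters for each. Over all cells these values were -0.04, 0.01 and -0.19. Of 884 pairs of 26 oncogenes and 34 lncRNAs, 29 (3.28%) lay above the range that holds 95% of random pairs and 51 (5.77%) below it, where chance gives 2.5% each. In simulated data, 3.95% of 380 pairs without a planted relation lay above. In thinned cells 4.17% of 744 pairs lay above, and within cluster 4 alone 4.38% of 616. Within clusters 0, 1, 2 and 8 the shares above were lower, at 2.63%, 2.45%, 3.06% and 3.14%. The simulation drew on fewer genes and gave no share of pairs below. Whether the number above or the number below is an excess is therefore not settled. With ranks within clusters 20 pairs (2.26%) lay above and 45 (5.09%) below, and 11 pairs were above in both. Cells are not replicates and genes are not independent, so no p-values were computed.

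**Figure D3:**
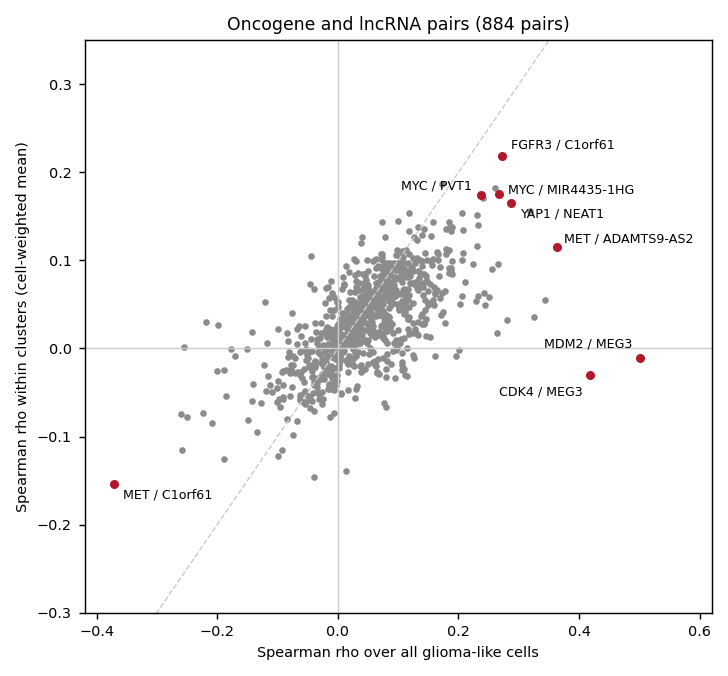
Spearman's rho of 884 pairs of an oncogene and a lncRNA over all 885 glioma-like cells (horizontal axis) and within clusters as a mean weighted by cells (vertical axis); the dashed line marks equal values. MDM2 with MEG3 lies at 0.50 over all cells and -0.01 within clusters.

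Most reads fell on protein-coding genes. Nuclear protein-coding genes took 88.7% of reads in kept cells (5% to 95% of cells: 80.5 to 93.5), lncRNAs 2.41% (1.28 to 4.28), mitochondrial ribosomal RNA 2.68% (0.927 to 6.26) and other mitochondrially encoded genes 3.58% (0.415 to 8.24). Pseudogenes took 0.668%, and names without a reference match and without a class from their prefix took 1.94%. Any lncRNAs among these names are not in the lncRNA share, which is therefore a lower limit. Small nuclear RNAs took 0.0125%, from 357 of 1915 names, and small nucleolar RNAs 0.0025%, from 60 of 435. The genes with the most reads were the mitochondrial ribosomal RNA MT-RNR2 (2.41%), MALAT1 (0.98%) and the respiratory chain gene MT-CO1 (0.923%), followed by the cytoskeletal ACTB (0.59%) and the secreted SPP1 (0.569%). Mitochondrially encoded genes other than ribosomal RNA took 5.52% in glioma-like and 3.22% in macrophage-or-microglia-like cells. The labels describe libraries from nuclei and ligated RNA, and no file ties the matrix to these libraries. Whether its reads came from them, and from nuclei or whole cells, is not settled, so all values describe the matrix as deposited.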

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

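Of the tests given here, the comparison of nested with non-overlapping genes was set before its result was seen, and the other tests were chosen after. EGFR reads were also present outside the named classes. In the 121 cells left out by the filter, with a median of 493 detected genes, EGFR was at 689.7 CPM (662.9 to 717.3). In the unnamed cluster of 23 cells with a median of 5883 detected genes, EGFR was at 2378.4 CPM (2302.6 to 2456.1), and 8.42% of its reads fell on names without a reference match. In the unnamed cluster of 126 cells, whose astrocyte and glioma markers tied, EGFR was at 2769.3 CPM (2740.2 to 2798.7). This cluster was left out of the main comparisons and counted as glioma-like in some alternatives. In the left-out cells PTPRZ1 was at 1351, GFAP at 2232, TNC at 1543 and CHI3L1 at 2202 CPM, against 2413, 2955, 1409 and 2652 in glioma-like cells. In the cluster of 126 cells these genes were at 2150, 4812, 3225 and 5008 CPM. In that of 23 cells they were at 2514, 1772, 311 and 135 CPM. The complement gene C1QB was at 146 CPM in the left-out cells, against 4.47 in glioma-like cells. The source of the EGFR reads was not tested.

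SOX2 and OLIG2, transcription factors that keep glioma cells stem-like, and the cell cycle inhibitors CDKN2A and CDKN2B had 0 reads in every cell, while SOX2-OT had 142158 reads and OLIG1 43776. Too few reads are argued against, because 0 reads in the OPC-like class, the smaller of the glioma-like and OPC-like classes, allow at most 0.065 CPM. For SOX2 and CDKN2B, which lie inside another gene, a candidate explanation is that reads of nested genes were not counted: 63.5% of 1299 nested protein-coding genes had 0 reads, against 9.09% of 8445 that overlap no gene, a ratio of 6.98. Of 9262 that overlap another gene without being nested, among them CDKN2A, 5.4% had 0 reads. For OLIG2 and CDKN2A, of which 0 lie inside another gene of the reference, this cause cannot be told apart from others, since the reference gives no place for 23424 of the names in the files. No biological explanation was tested. SOX2 and OLIG2 were on the list of glioma markers, and OLIG2 was also on that of OPC markers. At 0 reads they could not count when classes were named. The levels of these genes were not used otherwise. Whether reads of SOX2 were dropped or counted to SOX2-OT is not known, which also bears on the level of SOX2-OT. AQP4, KCNQ1OT1, EGFR-AS1, HOXA-AS2, EPB41L4A-AS1 and DYNLL1-AS1 also had 0 reads in the left-out and unnamed cells, and 0.0 CPM in glioma-like cells. AQP4 was on the list of astrocyte markers. The cause was not tested for these other genes.

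CDK4 and MDM2 were highest in glioma-like cluster 8. A higher read depth there is argued against, since 2 other glioma-like clusters had more reads per cell. For CDK4, the 20 nearest measured genes on chromosome 12 had a median log2 ratio of 2.32 over the other glioma-like clusters, with 12 at least 2-fold higher and 7 lower, at percentile 99.83 of 13694 windows over the genome, so a regional cause may contribute. All measured genes from B4GALNT1 to XRCC6BP1, on both sides of CDK4, were at least 2-fold higher. For MDM2 the neighbours had a median of 0.25 at percentile 77.07, with 7 at least 2-fold higher and 7 lower. The higher ones included DYRK2, CPSF6 and HELB (log2 4.67, 3.87 and 3.72), against 4.29 for MDM2, so MDM2 was not higher alone. The lower ones included GRIP1 and NUP107 (-3.42 and -2.34). A median over such a mixed window cannot tell a regional cause from other causes. No biological explanation was tested, because no design group divides the glioma-like clusters.

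Mitochondrially encoded RNA took 6.26% of reads and small nuclear RNA 0.0125% in a matrix deposited with libraries that the labels describe as nuclear. An annotation without small nuclear RNAs is argued against, since 357 such names had reads. Loss of multi-copy RNAs that map to several places cannot be told apart from other causes. A set of 8 structured RNAs reached 0.0625% of the mitochondrial reads, but SCARNA10, SNORD118 and SNORD13 had 0 reads, and RN7SK, which held 8932 reads, has 293 pseudogene copies in the reference. What also stays open includes the omission of reads in nested small RNAs, capture that favours polyadenylated RNA, cytoplasmic RNA in the cells counted, and a matrix made from other material than the labelled libraries, such as whole cells, none of which was tested. No biological explanation was tested.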

How the results depend on the processing

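Of the alternatives given here, clustering without the studied genes, leaving out each glioma-like cluster, adding the tied unnamed cluster, and ranks within clusters were chosen after the data were seen. Of the values that answer a comparison, 269 under the alternatives stayed within their interval or within 1.5 times the count, and 23 did not. Among other values 627 stayed, 482 moved and 4 reversed. The 53 single oncogenes and lncRNAs at least 2-fold apart between glioma-like and macrophage-or-microglia-like cells had 687 alternative values, all 687 in the same direction; 27 of these, from 9 genes, were under 2-fold. The glioma-like share was 29.7% at Leiden resolution 0.5, 29.42% with at least 1000 detected genes and 29.84% without the studied genes, because the unnamed share was 0 in all of these. The unnamed share was 2.13% at resolution 2 and 3.63% with scrublet calls removed. At resolution 2 it was a cluster of 74 cells with 9 astrocyte and 6 glioma markers. That cluster was unnamed because of its top genes and not because of a tie. The endothelial-like share was 0 with at least 200 detected genes and without the studied genes, where the mural-like cluster had 47 and 46 cells and CLDN5 among its top genes, so no separate endothelial-like cluster formed. Oncogenes at least 2-fold lower than in macrophage-or-microglia-like cells numbered 1 with the mean of cell CPM and 5 without glioma-like cluster 8, against 3. Pairs below the 2.5th percentile were 2.76% within glioma-like cluster 4, against 5.77%. The rank correlation of MDM2 and MEG3 was -0.01 with ranks within clusters and also with ranks within clusters of thinned cells, and that of CDK4 and MEG3 was -0.03 with ranks within clusters, which remove differences between clusters. That of MET and LINC00478 was 0.03 with ranks within clusters of thinned cells, against -0.26; with thinning alone it was -0.26 and with ranks within clusters alone 0.00, so the ranks removed it. As medians over cells, protein-coding genes took 89.0326%, lncRNAs 2.3611%, mitochondrially encoded genes 2.8277%, mitochondrial ribosomal RNA 2.5894%, small nuclear RNAs 0.003% and small nucleolar RNAs 0. With at least 1000 detected genes these shares were 88.6635%, 2.4144%, 3.5766% and 2.6757% for the first 4. Where no reason is given, the cause was not tested.

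No paired analysis was possible because cells were not tied to samples. For the same reason the planned tests between glioma and macrophage samples were not run, nor were their alternatives: DESeq2, its size factors (RLE) in edgeR, no filter on low counts, leaving out replicates, the replicate block, all 15 samples in the fit, the cell filter, another pseudocount, the estimated correlation in camera and fry, and TMM-scaled CPM or other totals for groups of 1 sample. Where removal of scrublet calls is given, it concerned 1 cell. Depth limits the endothelial-like class most, with 1496735 reads in 11 cells.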

Other observations

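The ranks within clusters and the shuffled orders given here were chosen after the data were seen. Levels of the studied RNAs differed between the classes and between the glioma-like clusters. Cells were not tied to tumours, so whether these clusters are cell states or different tumours was not tested. EGFR, CDK4, YAP1 and the lncRNAs C1orf61, SOX2-OT and LINC00461 were higher in glioma-like than in macrophage-or-microglia-like cells, while NEAT1, MIR155HG and PIK3R1 were lower. Within the glioma-like class, MET went with clusters 1 and 2, which had the mesenchymal genes higher. Cluster 1 also had the hypoxia genes higher. CDK4, MDM2 and MEG3 went with the progenitor-like cluster 8. The mesenchymal and hypoxia lists share some genes.

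Differences between clusters could account for the relation of MDM2 and MEG3 over all glioma-like cells, which had a rank correlation of -0.01 with ranks within clusters and enough detected cells in 2 of 5 clusters. For FGFR3 with C1orf61, YAP1 with NEAT1 and MYC with PVT1, values within clusters were positive at 0.22, 0.17 and 0.17. Correlated levels do not show contact between RNAs.

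Along the order of the deposited cells, the class differed between neighbours 144 times, against a median of 2231 in 1000 shuffles with a lowest of 2152. The order was not used for any value.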
